# Evaluation of RNA quality and functional transcriptome of beef *longissimus thoracis* over time *post-mortem*

**DOI:** 10.1371/journal.pone.0251868

**Published:** 2021-05-25

**Authors:** Stephanie Lam, Arun Kommadath, Óscar López-Campos, Nuria Prieto, Jennifer Aalhus, Manuel Juárez, Michael E. R. Dugan, Payam Vahmani

## Abstract

Evaluating RNA quality and transcriptomic profile of beef muscle over time *post-mortem* may provide insight into RNA degradation and underlying biological and functional mechanisms that accompany biochemical changes occurring *post-mortem* during transformation of muscle to meat. RNA was extracted from *longissimus thoracis* (*LT*) sampled from British Continental crossbred heifer carcasses (n = 7) stored at 4°C in an abattoir drip cooler at 5 time points *post-mortem*, i.e., 45 min (0 h), 6 h, 24 h, 48 h, and 72 h. Following RNA-Sequencing, processed reads were aligned to the ARS-UCD1.2 bovine genome assembly. Subsequent differential expression (DE) analysis identified from 51 to 1434 upregulated and 27 to 2256 downregulated DE genes at individual time points compared to time 0 h, showing a trend for increasing counts of both upregulated and downregulated genes over time. Gene ontology and biological pathway term enrichment analyses on sets of DE genes revealed several processes and their timelines of activation/deactivation that accompanied or were involved with muscle transformation to meat. Although the quality of RNA in refrigerated *LT* remained high for several days *post-mortem*, the expression levels of several known biomarker genes for meat quality began to change from 24 h onwards. Therefore, to ensure accuracy of predictions on meat quality traits based on the expression levels of those biomarker genes in refrigerated beef muscle tissue, it is crucial that those expression measurements be made on RNA sampled within 24 h *post-mortem*. The present study also highlighted the need for more research on the roles of mitochondrial genes and non-coding genes in orchestrating muscle tissue processes after death, and how *pre-mortem* immune status might influence *post-mortem* meat quality.

## Introduction

RNA-Sequencing (RNA-Seq) has many applications, some of which include identification of differentially expressed (DE) genes and functional variants, *de novo* transcriptome assembly and novel transcript discovery. The use of RNA-Seq for gene expression analysis relies on careful selection of experimental conditions, including sampling time, physiological condition of individuals sampled, environmental factors, biological tissue, tissue sampling location, as well as sample storage conditions. An important requirement in order to guarantee an accurate snapshot of gene expression at the immediate moment of tissue sampling is the availability of high quality RNA [1]. Since RNA degrades quickly, care should be taken to not only obtain high quality RNA at extraction but also to maintain its quality under appropriate storage conditions until further analysis. Obtaining high quality RNA is especially challenging from *post-mortem* tissue where RNA extraction may either not be possible immediately after organismal death or where RNA samples are required at extended time points *post-mortem*. In addition, initial RNA quality and RNA degradation rates are tissue type dependent. For example, it has been found in beef carcasses stored at 4°C that RNA sampled from skeletal muscle remained at high quality for longer durations *post-mortem* than RNA from liver and adipose tissue [2]. A comparison of multiple *post-mortem* human tissues also indicated RNA from muscle to be amongst the slowest to degrade [3]. Differences in RNA degradation rates have been attributed in part to the concentration of ribonucleases already present in cells and/or originating from bacteria or other environmental contamination, with ribonuclease-rich organs such as pancreas and liver exhibiting quicker RNA fragmentation than others [4].

Studies on *post-mortem* tissues have helped improve the understanding of biological processes and transcriptional changes that continue to occur as the cells shut down after organismal death, with applications such as in forensics to predict time of death [3, 5]. In livestock species, studies on *post-mortem* muscle transcriptomes have helped improve our understanding of the molecular and biological processes that are concurrent with the biochemical changes that occur *post-mortem* as muscle transforms to meat and subsequent aging (e.g. pH, proteolysis, and tenderization), and how those processes influence economically important meat quality characteristics like meat colour and tenderness [2, 6–8]. Recent studies on muscle transcriptome profiles from cattle and pigs have identified genes influencing meat quality traits such as tenderness and marbling in beef and pork [9–12]. The potential for drawing valid inferences between gene biomarkers and meat quality traits at the abattoir could, however, be improved through a better understanding of RNA viability *post-mortem* and expression of specific biomarker genes.

The aims of this study were to improve our understanding of how RNA quality and transcriptomic profiles change in beef muscle over time *post-mortem* under refrigerated abattoir conditions. The specific objectives were to: 1) determine RNA quality in beef *longissimus thoracis* (*LT*) at 5 time points *post-mortem* (0 to 72 h); 2) concurrently evaluate transcriptomic profiles using RNA-Seq to identify DE genes and stability of known biomarker genes for meat quality traits; and 3) identify important biological processes and pathways represented by genes found DE at those time points.

## Materials and methods

### Animals and post-mortem tissue sampling

Experimental conditions were approved by the Agriculture and Agri-Food Canada Lacombe Research and Development Centre (AAFC-Lacombe RDC) Animal Care committee (approval #201705) in compliance with the principles and guidelines established by the Canadian Council on Animal Care (CCAC 2009). This study used 7 (British × Continental crossbred) beef heifers raised at the AAFC-Lacombe RDC farm (Lacombe, AB, Canada) under similar conditions and finished on a barley grain-based diet as described previously [13]. At slaughter, heifers were on average, 567.9 ± 12.5 d old and weighed 574.9 ± 37.0 kg. Animals were slaughtered at the AAFC-Lacombe RDC federally inspected research abattoir using penetrative captive bolt stunning followed by exsanguination. Core *LT* samples were collected at 5 time points *post-mortem*, i.e., 45 min (0 h), 6 h, 24 h, 48 h, and 72 h, from the left carcass sides (stored in the drip cooler at 4°C) above the grading site, and immediately frozen in liquid nitrogen and stored at -80°C until RNA extraction.

### RNA extraction, quality assessment and sequencing

Muscle samples were homogenized using a Tissuelyzer (Qiagen, Valencia, CA) in the presence of Trizol reagent. The RNA was extracted using Qiagen RNAeasy mini kit (Qiagen N.V., Valenca, CA, United States) according to the manufacturer’s protocol. The RNA sample purity was evaluated by determining A260/230 nm and A260/280 nm ratios using the NanoDrop 1000 Spectrophotometer (Thermo Fisher Scientific, Santa Clara, CA, USA, 2007). The RNA sample integrity was assessed using the Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA, USA) to obtain the RNA integrity number (RIN) values. A total of 35 RNA samples (7 animals × 5 time points) were sequenced at the Génome Québec Innovation Centre (McGill University, Montréal, QC, Canada). Briefly, pooled libraries were prepared and loaded at 225 pM on an Illumina NovaSeq 6000 S4 lane following manufacturer’s protocol. The sequencing run was performed for 2x100 cycles in paired-end mode, generating 100 bp length, paired end sequencing reads. Base calling was performed with RTA v3.4.4 program, and the samples were de-multiplexed to generate sample-wise raw sequence files in fastq format using bcl2fastq2 Conversion Software v2.20.

### RNA-Seq analysis

The quality of sequence data was assessed with FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) prior to and after performing quality control steps that included quality based read trimming and adapter removal using Trimmomatic v0.39 [14] with the following parameters: ILLUMINACLIP:/adaptors.fa:2:30:10 LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:75, where adaptors.fa is a FASTA file containing the oligonucleotide sequences of the Illumina Novaseq adapters used in NEBNext mRNA stranded library preparation kits (New England Biolabs, Ipswich, MA, USA). Reads that passed quality control were mapped to the ARS-UCD1.2 bovine genome assembly [15] using STAR v2.7.0f [16] with default parameters and quantMode set to GeneCounts. Read counts per gene were obtained using featureCounts v1.6.4 [17] in strand specific mode for all genes in the gene annotation file corresponding to the ARS-UCD1.2 bovine genome assembly (from Ensembl [18] release 95) with the following parameters: -s 0 -p -t exon -g gene_id -a Bos_taurus.ARS-UCD1.2.95.gtf. The raw sequence data and read count matrix from this study have been deposited in NCBI’s Gene Expression Omnibus (GEO) database [19] under GEO series accession GSE163766.

### Differential expression analysis

The DE analysis and associated tests were performed in R (R Version 3.6.0.; R Core Team, 2020) statistical programming language using mainly the Bioconductor package, edgeR (version 3.24.3) [20, 21] on read counts from the sense strand. Genes with very low expression were filtered out, keeping only those that were expressed at counts per million (CPM) values that corresponded to a read count over 10 in at least 7 samples (using *filterByExpr* function from edgeR package). Trimmed mean of M-values (TMM) normalization [22] was applied to this dataset to account for compositional differences between the libraries. For exploratory analysis, a principal component analysis (PCA) was performed and plotted using the *plotPCA* function of DESeq2 package (version 1.26.0) [23]. A power analysis was performed using Bioconductor package *RNASeqPower* (version 1.26.0) [24] to determine the appropriate fold change (FC) level that can be reliably detected for this dataset, given the biological co-efficient of variability (BCV) and coverage (read depth) of samples. A negative binomial generalized linear model was used to test for differential gene expression at different time points *post-mortem* compared to the initial time, adding a blocking factor to account for repeated measures over time from the same animal.

### Functional enrichment analysis of differentially expressed genes

Functional enrichment analyses to identify over-represented gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) biological pathway terms in separate sets of upregulated and downregulated DE genes at different time points were performed using the functional annotation tool from Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.8 database [25, 26]. Ensembl gene IDs were used as the gene identifier and significantly enriched terms (Benjamin-Hochberg corrected *p*-value < 0.05) were determined against a background or population set consisting of all genes identified as expressed, following filtering out of low expressed genes as described in the previous section.

## Results

### RNA quality and RNA-Seq statistics

The RIN values of RNA samples ranged from 7.9 to 8.6, with an average of 8.2 across all sampling time points. The average RIN values across samples for each *post-mortem* sampling time point were 8.3 (0 h), 8.3 (6 h), 8.3 (24 h), 8.1 (48 h), and 8.1 (72 h), with the average dropping slightly after 24 h *post-mortem* (Table 1).

**Table 1:** Animal and sampling information, RIN and RNA-Seq statistics.

Animal ID	Slaughter age (d)	Slaughter weight (kg)	Sampling time^i^	RIN	Total sequenced reads (million)	Uniquely mapped reads (%)
101	581	587	0 h	8.3	85.76	96.00
			6 h	8.0	44.37	95.60
			24 h	8.3	33.12	95.40
			48 h	7.9	114.39	95.70
			72 h	8.0	138.24	95.70
103	549	635	0 h	8.6	47.42	95.40
			6 h	8.1	85.90	95.80
			24 h	8.5	50.81	95.90
			48 h	8.0	38.52	95.80
			72 h	8.0	120.51	95.40
104	579	586	0 h	8.0	41.47	96.50
			6 h	8.5	78.16	95.90
			24 h	8.3	118.08	95.80
			48 h	8.3	50.26	95.80
			72 h	8.1	55.41	95.90
107	549	540	0 h	8.5	71.61	95.90
			6 h	8.6	33.50	96.10
			24 h	8.3	45.66	96.10
			48 h	8.1	35.69	95.80
			72 h	8.1	45.30	95.90
201	575	525	0 h	8.1	85.38	96.00
			6 h	8.0	51.79	95.80
			24 h	8.3	123.09	95.60
			48 h	8.1	54.13	95.90
			72 h	7.9	31.70	95.60
202	571	558	0 h	8.3	28.34	96.00
			6 h	8.4	27.89	95.70
			24 h	8.3	103.32	96.00
			48 h	8.4	73.27	95.70
			72 h	8.2	92.17	95.30
206	553	593	0 h	8.4	84.93	96.20
			6 h	8.5	59.82	95.50
			24 h	8.4	29.69	95.50
			48 h	8.1	28.22	95.60
			72 h	8.1	33.76	95.80

^i^ Sampling time *post-mortem*: 0 h = 45 min.

The number of reads sequenced (in millions) ranged from 27.89 to 138.24 with an average of 64.05 (s.d. 32.12) million reads, of which 95.79% (s.d. 0.25) were uniquely mapped to the bovine reference genome (Table 1 and S1 Fig). The total number of reads post quality control that were assigned to the sense strand ranged from 20.57 to 104.28 million.

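Cores of *longissimus thoracis*, the large muscle that runs along the back, were sampled from the same 7 heifers at each of the 5 time points, and every core gave its own RNA-Seq library, so that each animal is represented once per time point (35 samples). The authors trimmed the read pairs, mapped them to the bovine genome assembly with STAR and counted them over the exons of each gene with featureCounts and the Ensembl annotation. The deposited values are these read counts as whole numbers per gene and sample, without normalization. The methods describe strand specific counting and use of the sense strand, and the authors named the deposited table as counts of the reverse strand, which is a strand specific setting, although the options printed in the methods include the unstranded one. The totals of the deposited columns span the range that the paper gives for the sense strand. Total counts per sample ranged from 20568418 to 104275821, with a median of 40133660. They ranged from 21268791 to 65520943 at 0 h (median 53810583, n = 7), from 20864347 to 64523593 at 6 h (median 40133660), from 21716752 to 92459664 at 24 h (median 38596868), from 20568418 to 86084061 at 48 h (median 38352015) and from 23359118 to 104275821 at 72 h (median 41664076). From these counts, genes with low expression were removed with the filterByExpr function of edgeR, libraries were scaled by TMM normalization, and a negative binomial generalized linear model with animal as a blocking factor was fitted to all 35 samples. Each later time point was tested against 0 h with edgeR's quasi-likelihood test, and a gene was called DE at an FDR (Benjamini-Hochberg) below 0.05 and a fold change above 1.5. The paper's text names the model but not which of edgeR's tests was applied to it. Expression levels are given below as TMM normalized CPM, as the mean ± SD over the 7 animals. The deposited table identifies genes by Ensembl ID only. Gene symbols and biotypes were taken from S1 Table, which covers only genes found DE at some time point: the copy used here pairs 3640 Ensembl IDs with a biotype and 3106 of them with a symbol. That copy holds 1999 of the paper's 2256 genes downregulated at 72 h, so some downregulated genes of that time point have no name here.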

### Differentially expressed genes and their characteristics

Read counts were obtained for a total of 27,607 genes annotated in the gene annotation file corresponding to the ARS-UCD1.2 bovine genome assembly. Of those, 14,630 genes (52.99% of the total) were identified as expressed in the *LT* samples used in this experiment, following filtering out of low expressed genes. 

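The count table holds 27607 genes, of which 22206 had at least 1 read in the 35 samples and 5401 had none. With the time points as groups, filterByExpr (minimum count 10) kept 14630 genes. Given the full design with animal and time point in place of the time point groups, it kept 14936. A stricter filter of at least 1 CPM in at least 7 samples kept 12569 genes. When each animal was left out in turn, between 14591 and 14695 genes passed.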

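A PCA was computed on the counts after the variance stabilizing transformation of DESeq2, over the 500 genes that varied most between the 35 samples, which is the default of *plotPCA*. PC1 carried 42.9% of the variance and PC2 carried 14%. The mean score on PC1 was -12 ± 2.6 (SD, n = 7) at 0 h, -9.89 ± 4.4 at 6 h, -1.99 ± 5.29 at 24 h, 6.68 ± 7.2 at 48 h and 17.2 ± 8.33 at 72 h. Within animals, PC1 rose against 0 h by 10 ± 5.42 at 24 h, 18.7 ± 7.86 at 48 h and 29.2 ± 8.08 at 72 h, in 7 of 7 animals each time (p = 0.016, exact two-sided sign flip test, the smallest p that 7 pairs allow). The difference at 6 h, 2.13 ± 4.08, was smaller than its spread between animals and was positive in 5 of 7 (p = 0.2, exact sign flip test). Scores of different time points overlapped between animals. At 72 h the lowest score, 1.22 in animal 202, lay below the highest score at 24 h, 8.66 in animal 206. With all expressed genes in place of the 500, the difference of the first principal component at 72 h against 0 h was 52.8 and the side of each test was the same.

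**Figure D1:**
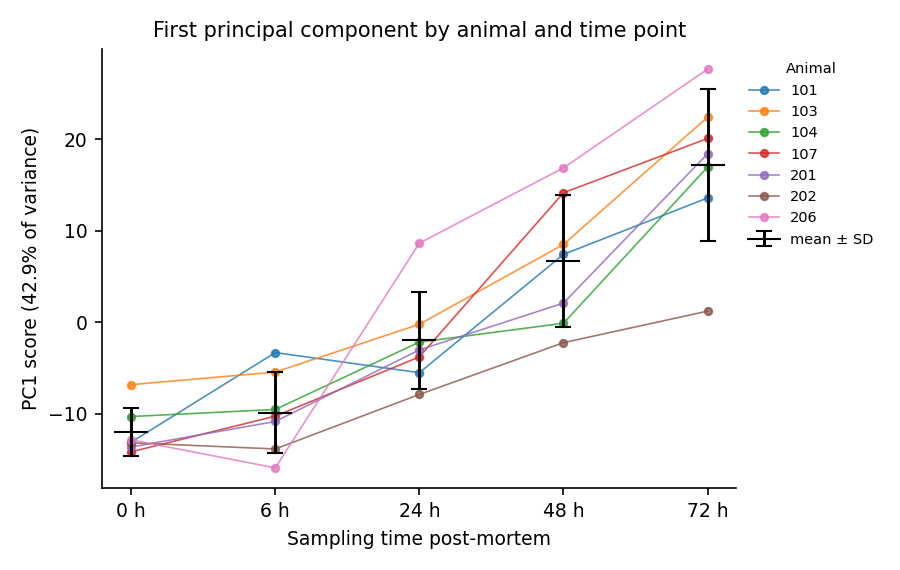
Scores on the first principal component (y axis, with its share of the variance) of the 35 samples by sampling time (x axis). Each coloured line joins the 5 samples of an animal and black bars give the mean and SD of 7 animals; the mean rises from -12 at 0 h to 17.2 at 72 h.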

A PCA plot based on the normalised read counts showed samples separated by time point along the first principal component (PC1) with separation becoming more distinct towards later time points, indicative of substantial and progressively increasing changes in gene expression with time *post-mortem* (S2 Fig). A power analysis suggested that a fold change of 1.5 could be reliably detected at a power of 0.9 and false positive rate of 0.05 with the sample size of 7 per group, and accounting for the average sequencing depth and biological variation within the groups (S3 Fig). 

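The power for a fold change of 1.5 was computed from the counts with the formula that *RNASeqPower* uses, for 7 animals per group and an alpha of 0.05. The common biological coefficient of variation (BCV) of the model with animal as a blocking factor was 0.117 and the median gene had a mean count of 434.2, which gave a power of 1 after rounding. With the depth of the smallest library, a median count of 174, the power was also 1. Without the blocking factor the BCV was 0.219, the power was 0.923, and 6.42 animals per group would be needed for a power of 0.9. Genes differ in this respect: at the same depth, a gene at the 90th percentile of the gene-wise BCV, 0.214, had a power of 0.934.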

At the selected fold change of above 1.5 and a False Discovery Rate (FDR) adjusted *p-*value of below 0.05, the number of DE genes identified showed a steady increase with sampling time *post-mortem*, ranging from 51 to 1434 for upregulated, and 27 to 2256, for downregulated genes, over 4 time points (Table 2). 

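From the deposited counts, 51 genes were upregulated and 27 downregulated at 6 h, 106 and 139 at 24 h, 433 and 922 at 48 h, and 1434 and 2256 at 72 h, among the 14630 genes tested. Of these DE genes, 62 at 6 h, 191 at 24 h, 950 at 48 h and 2965 at 72 h changed in the same direction in all 7 animals. Of the alternatives, testing against a fold change of 1.5 (glmTreat of edgeR) moved the numbers of upregulated genes at 6, 24 and 48 h by the largest factors, to 8, 12 and 35. At an FDR below 0.05 with no fold change threshold, 187 genes were higher and 131 lower at 6 h. At the early time points the calls also depended on the blocking factor. Without animal in the model, 10 genes were upregulated and 9 downregulated at 6 h, and 22 and 79 at 24 h. Single animals mattered most at 6 h, where leaving out animal 107 gave 20 upregulated and 16 downregulated genes.

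Among DE genes with a symbol, a mean of at least 1 CPM and a change in the same direction in all 7 animals, the largest increases belonged to the same 3 genes at every time point. The small nucleolar RNA gene U3 (ENSBTAG00000028359) rose from 0.164 ± 0.152 CPM at 0 h to 1.22 ± 0.431 at 6 h, a log2 fold change of 2.98 (standard error 0.31, FDR = 2.8e-07), and the log2 fold change was 4.27 at 72 h. At 0 h its raw counts were between 2 and 29 per sample, so the size of its change rests on few reads. The ribosomal RNA gene 5_8S_rRNA (ENSBTAG00000048608) rose from 35.6 ± 7.38 to 183 ± 92.2 CPM at 6 h, a log2 fold change of 2.21 (standard error 0.28, FDR = 3.8e-05). Both belong to families with near-identical copies in the genome, so their counts depend on how the authors' mapping placed shared reads. GADD45B (ENSBTAG00000025462), a protein coding stress response gene, rose from 13.8 ± 2.86 to 61.8 ± 18.3 CPM at 6 h, a log2 fold change of 2.14 (standard error 0.24, FDR = 3.8e-06), and the log2 fold change was 2.59 at 72 h. The largest decreases at 6 h were those of ND6, the microRNA gene bta-mir-29c (ENSBTAG00000052678, log2 fold change -1.99, standard error 0.3, FDR = 0.00021) and ND1. From 24 h onward they were those of ADIPOQ, LEP and TRARG1.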

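There were 0.529 downregulated genes per upregulated gene at 6 h, 1.31 at 24 h, 2.13 at 48 h and 1.57 at 72 h. At an FDR below 0.05 alone, 596 genes were higher and 386 lower at 24 h, 3207 were higher and 3438 lower at 48 h, and 4849 were higher and 4856 lower at 72 h. In the model of the 35 samples, direct comparisons of neighbouring time points gave 1 gene upregulated and 79 downregulated from 6 to 24 h, 55 and 275 from 24 to 48 h, and 115 and 545 from 48 to 72 h.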

The number of upregulated genes was slightly higher than the downregulated at 6 h but the trend reversed for later time points, and both the number and rate of increase for downregulated genes were much higher. All sets of DE genes are listed in S1 Table and illustrated through heat maps (S4 Fig) and volcano plots (S5 Fig).

**Table 2:** Number of DE genes found in beef *LT* muscle over time.

Sampling time *post-mortem*	Upregulated	Downregulated	Total
**6 h**	51	27	**78**
**24 h**	106	139	**245**
**48 h**	433	922	**1355**
**72 h**	1434	2256	**3690**

Looking into the origin of the DE genes, it was observed that a disproportionately high number of mitochondrial genes were downregulated, and none upregulated at early time points. 

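S1 Table gives a mitochondrial biotype or the symbol of a mitochondrially encoded protein for 15 of the genes tested. At 6 h, 12 of them were downregulated: the 8 protein coding genes ND1, ND2, ND3, ND4, ND4L, ND5, ND6 and CYTB, and 4 mitochondrial tRNA genes. ND1 (ENSBTAG00000043558) fell from 6840 ± 1210 CPM at 0 h (SD, n = 7) to 2990 ± 510 at 6 h, a log2 fold change of -1.19 (standard error 0.12, FDR = 3.8e-07). ND6 (ENSBTAG00000043546) fell from 27.3 ± 9.81 to 7.19 ± 5.86 CPM, a log2 fold change of -2.06 (standard error 0.23, FDR = 4.4e-06). The smallest of the 8 decreases was that of ND3 (ENSBTAG00000043568), with a log2 fold change of -0.63 (standard error 0.11, FDR = 0.0015), and without animal 107 or animal 206 it was -0.58, short of the threshold. Each of the 8 genes was lower at 6 h in 7 of 7 animals. Together they took 3.62 ± 0.45% of all counts at 0 h and 2.04 ± 0.42% at 6 h. This share was lower than at 0 h in all 7 animals at 6 h, and by 72 h it stood at 2.86 ± 0.64%, lower than at 0 h in 6 of 7. The 8 genes were known by name because they were DE, so no test of their share is given. The 2 mitochondrial rRNA genes did not change at 6 h (FDR of 0.53 and 0.6) and were upregulated at 72 h, with log2 fold changes of 0.85 and 0.63.

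**Figure D2:**
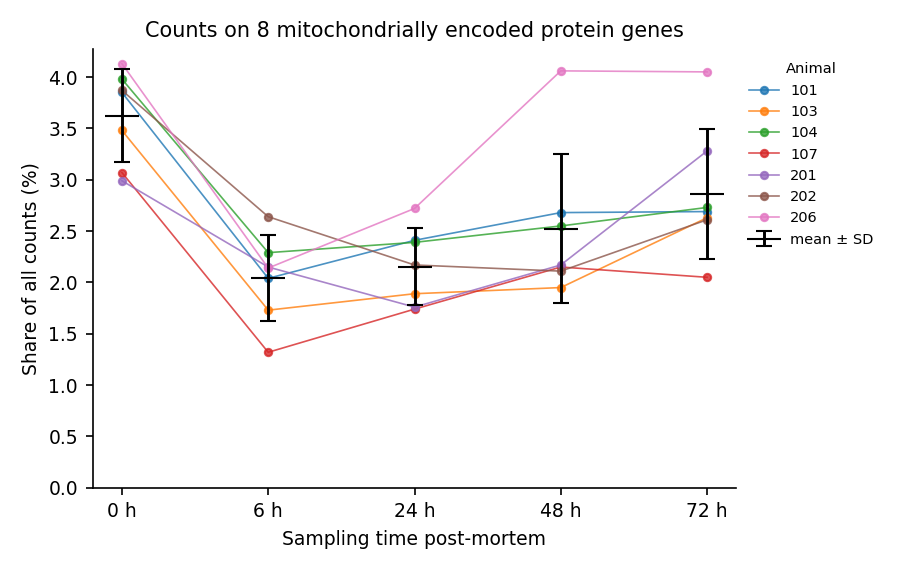
Share of all counts (y axis, percent) that fell on the 8 mitochondrially encoded protein genes, by sampling time (x axis). Coloured lines are animals and black bars the mean and SD of 7 animals; the mean falls from 3.62% at 0 h to 2.04% at 6 h and stands at 2.86% at 72 h.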

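Against the paper's figure of 26 mitochondrial genes among those expressed, 0.048 mitochondrial genes would fall among 27 genes drawn at random and 0.25 among 139. The observed 12 of the 27 genes downregulated at 6 h corresponds to an odds ratio of 819 (p = 8.3e-28, two-sided Fisher's exact test), and 11 of the 139 at 24 h to an odds ratio of 82.7 (p = 2.6e-16, same test). At 48 h, 7 of the 922 downregulated genes were mitochondrial (odds ratio 5.51, p = 0.00088, same exact test). Neighbouring genes of the mitochondrial genome are transcribed together and are not independent, so these p-values are too small. Without animal in the model as a block, 7 mitochondrial genes were downregulated at 6 h.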

Mitochondrial genes accounted for below 0.18% (n = 26) of the total 14,630 genes identified as expressed; however, 44.44% of the downregulated genes at 6h (i.e. 12 of 27) and 7.90% of the downregulated genes at 24 h (i.e., 11 of 139) were of mitochondrial origin.

Next, looking at the distribution of gene biotypes among the lists of DE genes, a disproportionately high number of non-coding genes, especially small nucleolar RNA (snoRNA) and long non-coding RNA (lncRNA), appear in both the up and the downregulated sets of genes at all time points. 

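Among the 51 genes upregulated at 6 h there were 10 snoRNA and 4 lncRNA genes, and among the 27 downregulated genes there were 4 mitochondrial tRNA and 4 microRNA genes but no snoRNA or lncRNA gene. The upregulated sets held 19 snoRNA genes at 24 h and 26 at 48 h, while the downregulated sets held none at 24 h and 1 at 48 h. LncRNA genes were found in both directions later on, with 5 upregulated and 1 downregulated at 24 h and 19 upregulated and 36 downregulated at 48 h. At 72 h, 35 snoRNA and 48 lncRNA genes were upregulated, and 3 snoRNA and 47 lncRNA genes were among the downregulated genes with a known biotype. Many snoRNA genes lie within introns of other genes, so their reads can include reads of the host transcript.

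**Figure D3:**
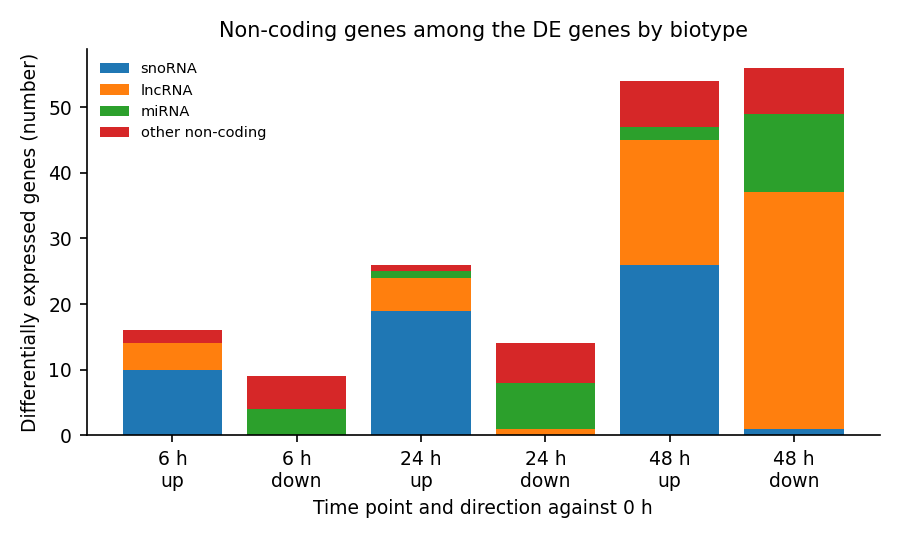
Number of non-coding DE genes (y axis) at 6, 24 and 48 h by direction (x axis), stacked by biotype, with pseudogenes left out. At 48 h the bars hold 26 snoRNA genes among the upregulated and 1 among the downregulated genes.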

Non-coding genes accounted for below 4% (n = 578) of the total 14,630 genes identified as expressed; however, 33.33% (26 of 78), 17.55% (43 of 245), 9.52% (129 of 1355) and 6.42% (237 of 3690) of the DE genes at 6, 24, 48 and 72 h, respectively, were non-coding.

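With pseudogenes counted apart, 25 of the 78 DE genes at 6 h were non-coding (32.1%, Wilson 95% confidence interval 22.7 to 43%), as were 40 of the 245 at 24 h (16.3%, 12.2 to 21.5%) and 110 of the 1355 at 48 h (8.12%, 6.78 to 9.69%). Pseudogenes added 1, 3 and 19 genes, for totals of 26, 43 and 129. At 72 h a biotype was at hand for 3502 of the 3690 DE genes, of which 174 were non-coding (4.97%, 4.3 to 5.74%) and 31 were pseudogenes. Set against the 578 non-coding genes that the paper counts among those expressed, with pseudogenes included, the odds ratios were 12.7 at 6 h (p = 9.5e-18, two-sided Fisher's exact test), 5.51 at 24 h (p = 1.1e-16) and 3.01 at 48 h (p = 8e-22). The filter on low counts moved these shares: with at least 1 CPM in at least 7 samples, 11.1% of the DE genes at 24 h and 5.1% at 48 h were non-coding.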

Finally, we compared the sets of DE genes found at each time point *post-mortem* with *longissimus dorsi* muscle expressed genes reported recently to be either associated with a meat quality index (MQI; pseudo-phenotype defined through a principal component analysis of several meat quality related traits that included marbling, Warner-Bratzler Shear Force (WBSF), cooking loss, juiciness, tenderness, and connective tissue) or DE between multi-breed Angus-Brahman steers of low or high MQI [27]. In this previous study, an association analysis between gene expression in *longissimus dorsi* muscle from 80 steers with corresponding MQI revealed 208 genes significantly associated with MQI. Of the 208 gene names reported in that study, which were based on an older bovine reference genome annotation, 186 could be converted into Ensembl gene IDs from the current annotation. Remarkably, none of those 186 MQI associated gene IDs were found DE at early time points *post-mortem* (6 and 24 h) in the present study (Fig 1A and 1B). Further, a DE analysis carried out in the previous study between 40 steers with low or high MQI revealed a total of 676, 70 and 198 genes as DE for WBSF, tenderness and marbling, respectively. Combining the 3 sets of DE genes from the previous study resulted in 886 unique gene symbols, of which 812 could be converted to Ensembl gene IDs from the current annotation. Similar to the observation on MQI associated genes, none of those 812 MQI related DE genes were found DE at 6 h post-mortem in the present study (Fig 1A) and only 15 were found DE at 24 h (Fig 1B). The number of genes in common amongst different gene sets increased over time beyond 24 h (Fig 1C and 1D). Next, we made a similar comparison of our combined set of DE genes with a set of 44 Ensembl gene IDs (7 of which were listed in the MQI related DE genes and none in MQI associated genes) of genes that encode the protein biomarkers listed in a recent review [28] as associated with meat quality traits in beef. We found that none of those 44 genes were found DE at 6 h and 12 h, 2 were found DE at 48 h and 10 at 72 h *post-mortem* (Fig 1A–1D). These findings indicate that many potential gene biomarkers associated with meat quality traits have stable gene expression for up to 24 h *post-mortem*.

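The meat quality gene lists of Fig 1 were not used here, and the counts give the number of genes with which they were compared. At 6 h, 0.533% of the genes tested were DE, and at 24 h 1.67% were, against 9.26% at 48 h and 25.2% at 72 h. The median absolute log2 fold change of the DE genes was 0.95 at 6 h and 1.05 at 24 h. From the few genes shared with these lists at the early time points, the paper concludes that many potential biomarkers have stable expression for up to 24 h.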

**Fig 1:**
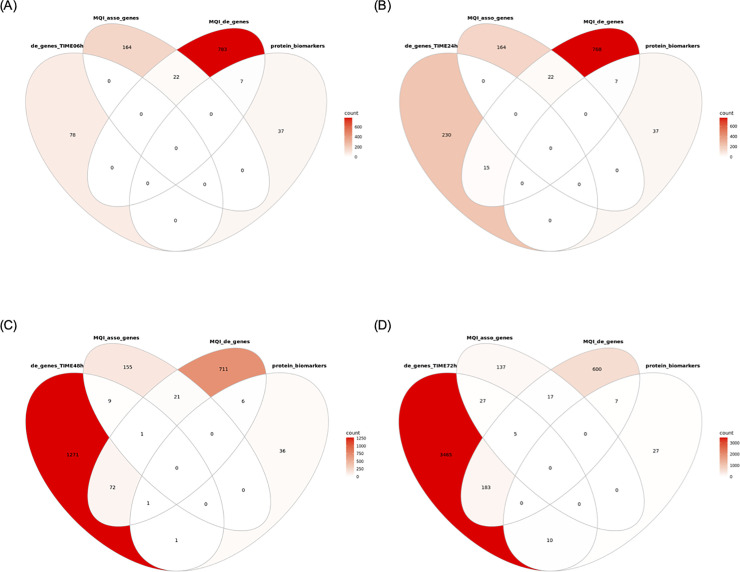
Comparison of previously reported potential biomarker genes for meat quality traits with genes found DE over time in beef *LT* muscle. Panels A-D represent Venn diagrams comparing genes found DE in beef *LT* muscle (at 6, 24, 48 and 72 h, respectively) with previously reported meat quality index (MQI) associated genes (MQI_associated_genes) or DE genes related to MQI traits (MQI_de_genes) or genes encoding protein biomarkers associated with meat quality traits in beef (protein_biomarkers).

### Biological processes represented in sets of differentially expressed genes

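The mitochondrially encoded and the nuclear encoded genes of oxidative phosphorylation differed in their change from 0 to 6 h. From 6 to 72 h the medians of both rose. Over the 8 mitochondrially encoded genes named in S1 Table, the median log2 fold change against 0 h was -0.89 at 6 h, -0.8 at 24 h, -0.52 at 48 h and -0.18 at 72 h. Taken per animal, the median was -0.89 ± 0.32 (SD, n = 7) at 6 h and below 0 in 7 of 7 animals. At 72 h it was -0.19 ± 0.32 and below 0 in 5 of 7 (p = 0.22, exact two-sided sign flip test). This p does not show a return to the 0 h level. ND6, ND1, ND5 and ND2 were still lower at 72 h at an FDR below 0.05 (log2 fold changes of -1.31, -0.56, -0.43 and -0.26). CYTB, ND3, ND4 and ND4L showed no difference from 0 h (FDR from 0.44 to 0.96). Of nuclear genes for subunits of the respiratory complexes and ATP synthase, 36 are named in S1 Table. None of the 36 was DE at 6 h, where their median log2 fold change was 0.11 and their animal medians, 0.1 ± 0.13, were within about the spread between animals of 0 (p = 0.12, exact sign flip test); the lowest single FDR among the 36 at 6 h was 0.13. Their median log2 fold change was 0.19 at 24 h, 0.44 at 48 h and 0.72 at 72 h, and at 72 h the animal medians were 0.75 ± 0.13 and above 0 in 7 of 7 animals. Symbols were at hand only for genes found DE in these samples. Genes of this pathway that did not change are therefore not among the 36 or the 8. The sign of a list median is close to fixed at the time points where its genes were called. No p is therefore given for list medians there, except for the 8 mitochondrially encoded genes at 72 h, of which only ND6 was called. From the enriched terms in these sets, the paper concludes that oxidative phosphorylation was first downregulated and later upregulated.

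**Figure D4:**
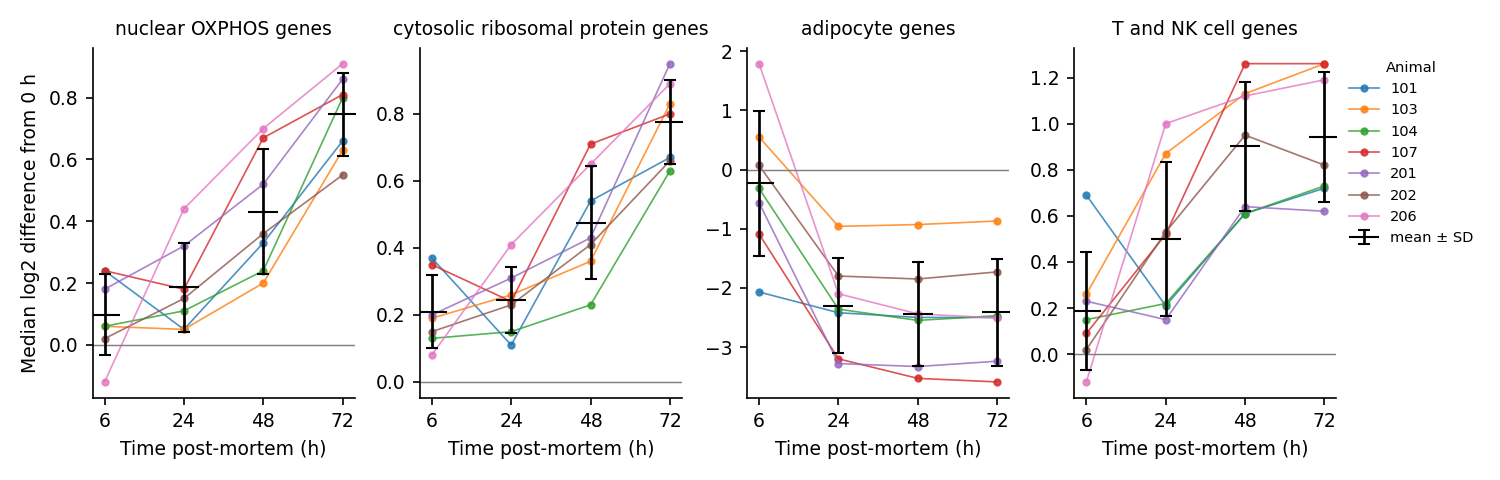
Median log2 difference from 0 h (y axis) over the named genes of 4 lists, by time point (x axis). Coloured lines are animals and black bars the mean and SD of 7 animals; adipocyte genes fall by 24 h, whereas nuclear oxidative phosphorylation genes are highest at 72 h.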

GO biological processes and KEGG pathway terms found enriched in sets of DE genes from beef *LT* indicated an initial downregulation of oxidative phosphorylation at 6 h, and a surprising reversal to upregulation at 72 h (Table 3). The 8 genes associated with the downregulation of that pathway at 6 h (S2 Table) were completely different from the 36 genes involved in the upregulation of the same process at 72 h. 

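In the deposited counts the genes that fell at 6 h were ND1, ND2, ND3, ND4, ND4L, ND5, ND6 and CYTB, and none of these was upregulated at 72 h. At 72 h, 35 of the 36 named nuclear genes were upregulated. These 36 are not the paper's 36 genes, which all come from its upregulated set and whose list was not used here. They were picked by symbol among genes DE in either direction. The largest increase was that of NDUFA3 (ENSBTAG00000007754), from 58.2 ± 9.16 CPM at 0 h to 125 ± 27.6 (SD, n = 7), a log2 fold change of 1.09 (standard error 0.08, FDR = 2.8e-11). SDHB (ENSBTAG00000008314), near the lower end, rose from 310 ± 24.9 to 467 ± 32.4 CPM, a log2 fold change of 0.59 (standard error 0.05, FDR = 3.2e-10). The exception was NDUFS1 (ENSBTAG00000021976), which fell from 392 ± 46.6 to 211 ± 78.2 CPM, a log2 fold change of -0.94 (standard error 0.11, FDR = 4.5e-08).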

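A list of 25 marker genes of T cells and natural killer (NK) cells had 17 members named in S1 Table. At 6 h none of the 17 was DE (the lowest FDR was 0.1, that of ZAP70, and the largest log2 fold change 0.67, that of KLRD1), at 24 h 3 were upregulated, at 48 h 15 and at 72 h 17. Their median log2 fold change was 0.89 at 48 h, with animal medians of 0.9 ± 0.28 (SD, n = 7) above 0 in 7 of 7 animals. Of 11 chemokine genes, 6 were upregulated and 2 downregulated at 48 h. Their median log2 fold change of 0.69 rested on genes of low expression, since over the 6 that passed the filter of at least 1 CPM in at least 7 samples it was -0.04, and the animal medians at 48 h, 0.26 ± 0.37, were above 0 in 5 of 7 (p = 0.17, exact two-sided sign flip test). CXCL8 (ENSBTAG00000019716) was upregulated from 6 h onward, with a log2 fold change of 1.31 at 6 h (standard error 0.27, FDR = 0.0072). Of 61 named genes for cytosolic ribosomal proteins, none was DE at 6 or 24 h, 3 were upregulated at 48 h and 61 at 72 h. Their median log2 fold changes at 6 and 24 h, 0.21 and 0.24, were below the fold change threshold. These comparisons share the 0 h samples with the one at 72 h by which the genes were selected, which alone can make such medians positive.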

Surprisingly, the sets of upregulated genes did not reveal any significantly enriched processes or pathways at early time-points; however, many immune related terms were found enriched at 48 h, and terms related to ribosome and translation were enriched at 72 h. 

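A list of 24 adipocyte genes had 21 members named in S1 Table. None was DE at 6 h, 18 were downregulated at 24 h, 21 at 48 h and 20 at 72 h, and their lowest FDR at 6 h was 0.31, that of ADIPOQ. The median log2 fold change was -0.17 at 6 h, where the animal medians, -0.23 ± 1.23 (SD, n = 7), scattered to both sides of 0 (p = 0.62, exact two-sided sign flip test). At 24 h it was -2.44, with animal medians of -2.3 ± 0.8 below 0 in 7 of 7 animals, and it stayed near that level at 48 h (-2.59) and 72 h (-2.48). ADIPOQ (ENSBTAG00000052213), which encodes adiponectin, fell from 25.4 ± 15.2 CPM at 0 h to 0.282 ± 0.212 at 24 h, a log2 fold change of -6.74 (standard error 0.6, FDR = 4.6e-10). LEP (ENSBTAG00000014911), the leptin gene, fell from 5.02 ± 3.47 to 0.0621 ± 0.0653 CPM; at 24 h its raw counts were between 0 and 8 per sample, so its size of change is poorly determined. TRARG1 (ENSBTAG00000019379), which is not on the list, fell from 23.8 ± 12.6 to 0.404 ± 0.286 CPM, a log2 fold change of -6.18 (standard error 0.53, FDR = 4.6e-10). FASN (ENSBTAG00000015980), which is expressed at a higher level, fell from 233 ± 109 to 40.7 ± 3.17 CPM, a log2 fold change of -2.44 (standard error 0.34, FDR = 4.6e-05). The median level over the list had an SD between animals of 1.04 on the log2 CPM scale at 0 h, 1.23 at 6 h and 0.33 at 24 h, while the SD of the CPM of GPAM, LPL and PLIN4 was no lower at 24 h than at 0 h. The list was written after S1 Table and S2 Table had been read, which rest on the same samples.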

On the contrary, all 4 sets of downregulated genes indicated several biological processes and pathways to be enriched, progressing from oxidative phosphorylation at 6 h to “regulation of lipolysis in adipocytes” and a few signaling pathways at 24 and 48 h, to a deluge of multiple signaling pathways by 72 h. A detailed overview of all enriched terms from all functional annotation categories tested in DAVID as well as the DE genes annotated to those categories are provided in S2 Table.

**Table 3:** Gene ontology biological process and KEGG pathway terms associated with significantly upregulated and downregulated gene sets in beef *LT* muscle.

Category	Term	Count	List Total	Pop Hits	Pop Total	Fold Enrich ment	BH p-value
***Upregulated at 6 h***	*No terms enriched*						
***Downregulated at 6 h***							
KEGG pathway	bta00190:Oxidative phosphorylation	8	10	130	4595	28.28	2.12E-09
KEGG pathway	bta05012:Parkinson’s disease	8	16	82	11991	63.98	4.05E-09
GO biological process	GO:0042773~ATP synthesis coupled electron transport	3	15	3	11385	759.00	1.39E-04
KEGG pathway	bta01100:Metabolic pathways	8	10	930	4595	3.95	1.11E-03
***Upregulated at 24 h***	*No terms enriched*						
***Downregulated at 24 h***							
KEGG pathway	bta04923:Regulation of lipolysis in adipocytes	8	64	47	4595	12.22	3.39E-04
KEGG pathway	bta04152:AMPK signaling pathway	8	97	14	10576	31.15	2.21E-02
GO biological process	GO:0006094~gluconeogenesis	4	64	106	4595	5.42	3.43E-02
KEGG pathway	bta01100:Metabolic pathways	25	97	775	10576	2.39	3.44E-02
GO biological process	GO:0042773~ATP synthesis coupled electron transport	3	105	159	11991	5.03	4.93E-02
***Upregulated at 48 h***							
KEGG pathway	bta05340:Primary immunodeficiency	8	227	120	10576	5.44	3.41E-04
GO biological process	GO:0070098~chemokine-mediated signaling pathway	8	139	7	6113	31.41	8.75E-04
GO biological process	GO:0007186~G-protein coupled receptor signaling pathway	11	139	22	6113	11.99	5.57E-03
GO biological process	GO:0030593~neutrophil chemotaxis	7	139	206	6113	3.20	7.24E-03
GO biological process	GO:0071346~cellular response to interferon-gamma	6	186	16	8883	14.92	2.25E-02
GO biological process	GO:0048247~lymphocyte chemotaxis	5	110	136	4595	3.69	2.41E-02
KEGG pathway	bta04062:Chemokine signaling pathway	12	208	35	9683	9.31	2.62E-02
KEGG pathway	bta04650:Natural killer cell mediated cytotoxicity	9	110	51	4595	5.73	2.87E-02
KEGG pathway	bta04640:Hematopoietic cell lineage	8	99	5	4423	35.74	3.06E-02
***Downregulated at 48 h***							
KEGG pathway	bta05150:Staphylococcus aureus infection	11	303	48	4595	3.79	1.63E-02
KEGG pathway	bta04923:Regulation of lipolysis in adipocytes	12	303	51	4595	3.57	2.16E-02
KEGG pathway	bta03320:PPAR signaling pathway	12	720	199	11991	2.18	2.48E-02
GO biological process	GO:0009791~post-embryonic development	12	720	3237	11991	1.20	2.90E-02
***Upregulated at 72 h***							
KEGG pathway	bta03010:Ribosome	69	415	119	4595	6.42	2.26E-39
GO biological process	GO:0006412~translation	62	802	148	9683	5.06	5.20E-25
KEGG pathway	bta00190:Oxidative phosphorylation	36	415	121	4595	3.29	1.70E-08
KEGG pathway	bta05016:Huntington’s disease	36	415	130	4595	2.73	1.43E-05
KEGG pathway	bta05012:Parkinson’s disease	32	415	157	4595	2.54	1.86E-05
KEGG pathway	bta05010:Alzheimer’s disease	32	415	149	4595	2.38	2.64E-04
KEGG pathway	bta04932:Non-alcoholic fatty liver disease (NAFLD)	29	415	134	4595	2.40	5.79E-04
KEGG pathway	bta04260:Cardiac muscle contraction	17	1035	589	11991	1.59	8.61E-04
GO biological process	GO:0002181~cytoplasmic translation	10	1035	19	11991	5.49	2.90E-03
***Downregulated at 72 h***							
KEGG pathway	bta05150:Staphylococcus aureus infection	18	664	36	4595	3.46	6.59E-04
KEGG pathway	bta04610:Complement and coagulation cascades	18	664	38	4595	3.28	8.30E-04
KEGG pathway	bta04910:Insulin signaling pathway	34	664	114	4595	2.06	3.47E-03
KEGG pathway	bta04152:AMPK signaling pathway	31	664	106	4595	2.02	7.32E-03
KEGG pathway	bta04068:FoxO signaling pathway	32	664	110	4595	2.01	7.74E-03
KEGG pathway	bta04151:PI3K-Akt signaling pathway	58	664	255	4595	1.57	1.37E-02
KEGG pathway	bta04550:Signaling pathways regulating pluripotency of stem cells	27	664	94	4595	1.99	2.12E-02

## Discussion

Sampling tissues from animals immediately after slaughter is challenging due to limited accessibility and delays when working alongside routine operations in an abattoir. Delays in sampling can affect the quality of RNA extracted from *post-mortem* tissues, which in turn can affect the accuracy of gene expression measurements. However, the storage of carcasses under refrigerated conditions in coolers results in lower enzyme activity, thereby slowing down biochemical processes following death [29] and effectively slowing RNA degradation. In addition to sampling time after slaughter and storage temperature, variability in RNA degradation and quality is dependent on factors such as species and type of tissue sampled [2, 3, 8, 30–33]. For example, a study on RNA quality of pork *semimembranosus* stored at 4°C revealed an average RIN of 3.95 at 48 h [30]. The significantly lower RIN reported in pork compared to the average RIN of 8.1 we obtained for beef *LT* at 48 h may be attributed to the microstructural and cellular differences between pork and beef tissue. This may be due to the variation in muscle fibre type composition across species [34] and the known differences in total RNA content by fibre type in skeletal muscle, in which the slow fiber type (Type I fibre) contains higher RNA content due to higher myonuclei per mm of myofiber compared to fast fiber types (Type II fibres) [35]. Furthermore, RNA degradation rates may be different across species and tissue [2, 3]; in fact, intact RNA has been recovered from beef skeletal muscle for up to 8 d *post-mortem* [2]. Given our confirmation that high quality RNA can be obtained for extended periods in *post-mortem LT* under refrigeration, it was then important to follow-up and determine the duration *post-mortem* that the expression of gene biomarkers for beef quality remained stable. Based on the premise that such biomarkers would be invalid if their expression were to change with time after death, we compared known biomarkers associated with meat quality traits for their presence in our lists of DE genes at different time points *post-mortem*. We found that expression of most biomarkers tested remained stable for up to 24 h *post-mortem* in *LT* muscle stored at 4°C. This finding has important implications when devising sampling regimes for skeletal muscle RNA from the abattoir. While RNA quality is assured for several days *post-mortem*, it is prudent to use samples collected within the first 24 h *post-mortem* when the intent is to predict meat quality based on gene biomarkers associated with meat quality traits.

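Of the 78 genes DE at 6 h, 56 were DE in the same direction at 72 h and none in the opposite direction. Of the 245 at 24 h, 205 were DE in the same direction at 72 h, and of the 1355 at 48 h, 1243 were. All of these comparisons share the 0 h samples, which alone makes time points resemble each other. Across the 14630 genes, the log2 fold changes at 48 and 72 h had a correlation of 0.89, against 0.49 in simulated counts with no change at any time point apart from 200 altered genes, which were left out. For 6 h the correlation was 0.54 with 24 h (0.49 in the simulated counts), 0.53 with 48 h (0.48) and 0.41 with 72 h (0.48). The same sign as at 6 h was seen for 76.9% of the genes at 24 h (66.2% in the simulated counts), 71.9% at 48 h (65.9%) and 66.5% at 72 h (65.9%). At 48 and 72 h it was shared by 87.7%, against 66.8% in the simulated counts.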

The increasing number of DE genes detected in this study with progressive time points compared to just after slaughter is indicative of continuing transcriptional activity for extended times after death. While the increase in number of downregulated genes with time *post-mortem* may be intuitively attributed to biological processes shutting down in dying cells, concurrent and substantial increases in numbers of upregulated genes with time came as a surprise. This observation is, however, supported by several studies that reported upregulation of thousands of genes, dependent on time *post-mortem*, tissue type and storage conditions [3, 5, 36]. The sets of upregulated genes were conspicuous by their absence of any enriched biological processes represented in those gene sets during the initial time points. This may suggest that a majority of the genes upregulated at early *post-mortem* were not co-regulated to work in specific pathways or processes. Another possibility is that those genes that would have been part of any processes working in concert may not have been upregulated to the levels required to be detected as significant, given the sample size and statistical power of the current analysis. At 48 h *post-mortem*, many immune related pathways and processes were found upregulated, an observation that has been reported in earlier studies, but at differing time points. For example, transcripts related to immune response increased at 1 and 12 h in mouse brain tissue and transcripts related to immune response in both adaptive and innate immune pathways increased across various time points from 1 h to 24 h in fish liver tissue [5]. Immune and inflammatory responses may be attributed to recognition by the innate immune system of intracellular molecules exposed by dying cells and subsequent macrophage stimulation [37, 38]. 

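Among the named T and NK cell genes, those for receptors and effectors of cytotoxic cells rose from a low level. KLRK1 (ENSBTAG00000004917) rose from 0.422 ± 0.183 CPM at 0 h to 0.897 ± 0.21 at 48 h (SD, n = 7), a log2 fold change of 1.07 (standard error 0.21, FDR = 0.00013). PRF1 (ENSBTAG00000001008), which encodes perforin, rose from 0.313 ± 0.249 to 0.496 ± 0.177 CPM, a log2 fold change of 0.71 (standard error 0.23, FDR = 0.012). ZAP70 (ENSBTAG00000005892) rose from 1.89 ± 0.259 to 4.2 ± 0.713 CPM, a log2 fold change of 1.14 (standard error 0.13, FDR = 4e-07). KLRD1 (ENSBTAG00000046389) was not DE at 48 h (log2 fold change 0.74, standard error 0.33, FDR = 0.066).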

The KEGG pathway, ‘Natural killer cell mediated cytotoxicity’, which was significantly upregulated at 48 h is known to induce death receptor-mediated apoptosis, leading to caspase activation, mitochondrial dysfunction, and apoptosis [39]. The pathway of apoptosis from initial trigger to destruction of the cell can take hours to days [40], suggesting the mediators in this pathway could be influencing the expression patterns we observed. Clinical conditions that trigger tissue hypoxia are also known to promote inflammation and many immune cells are known to adapt to low oxygen conditions, such as in high altitude [41]. *Post-mortem* upregulation of immune and inflammatory responses may thus be triggered by tissue hypoxia associated with cessation of blood flow. By extension, immune status prior to slaughter may have implications during muscle to meat conversion as processes such as inflammation could affect several aspects of meat quality. For instance, inflammation could influence oxidative stability of membranes, water holding capacity, and maintenance of ion gradients, which could in turn influence calcium dependent protease activity, and onset and resolution of rigor. The finding of several disease related pathways upregulated at 72 h *post-mortem* may also be attributed to the fact that dying and dead cells, through apoptotic processes, stimulate inflammatory responses by acting through pathways that also underlie the pathogenesis of a number of those diseases [37].

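At 72 h the 61 cytosolic ribosomal protein genes had log2 fold changes between 0.59 and 1.03, with a median of 0.78 and animal medians of 0.78 ± 0.13 (SD, n = 7), above 0 in 7 of 7 animals. All 61 are named because they were DE, so the side of this median is close to fixed by their selection. Ribosomal protein genes have many pseudogenes, whose reads can be confused with theirs. Of 22 named genes for mitochondrial ribosomal proteins, 21 were upregulated and 1 was downregulated, with a median log2 fold change of 0.68. With the RNA integrity number (RIN) of each sample added to the model, the median of the cytosolic ribosomal protein genes was 0.71.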

There was no direct support in literature regarding upregulation of enriched terms related to ribosome and translation that we observed at 72 h. A study on *post-mortem* human blood transcriptome [3] reported that the majority of changes in gene expression occurred between 7 and 14 h after death, with thousands of genes showing DE equally in both directions relative to *pre-mortem* samples, followed by stabilization of the transcriptome between 14 and 24 h, and eventually deactivation. Therefore, we speculate that, *post-mortem* induced processes which normally start in the early hours of death may activate later in time for muscle stored in refrigerated conditions. Additionally, the specific characteristics of skeletal muscle that allow for some metabolic processes to continue anaerobically [42] may have contributed to processes continuing later than would be the case in other tissues.

Next, the biological processes and pathways enriched among sets of downregulated genes revealed an initial downregulation of oxidative phosphorylation at 6 h, followed by downregulation of “regulation of lipolysis in adipocytes” and signalling pathways at later time points. Oxidative phosphorylation occurs in mitochondria and oxygen is critical for their optimal function. The downregulation of oxidative phosphorylation, which coincided with our observation of a disproportionately high number of mitochondrial genes appearing as downregulated at early time points, may be explained by decreases in muscle oxygenation with loss of blood flow and transition of oxy- to deoxymyoglobin in *post-mortem* muscle. 

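In the same model, the samples of 72 h were also compared directly with those of 6 h. All 8 mitochondrially encoded protein genes were higher at 72 h than at 6 h. The log2 fold changes between these time points ranged from 0.47 for ND5 (ENSBTAG00000043563, FDR = 0.0037) to 0.78 for ND4L (ENSBTAG00000043559, FDR = 2e-06). CYTB (ENSBTAG00000043550) was 0.66 higher on the log2 scale (FDR = 3e-06), which brought it to a log2 fold change of -0.06 against 0 h (standard error 0.1, FDR = 0.61). Per animal, the median over the 8 genes rose from 6 to 72 h by 0.71 ± 0.27 (SD, n = 7), in 7 of 7 animals. The 8 genes were named for being low at 6 h or later, which by itself favours a rise from 6 h.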

To our surprise, the initially downregulated oxidative phosphorylation process was subsequently upregulated at 72 h. This may be explained by several studies [43–46] suggesting mitochondria may be functioning in some capacity *post-mortem* in skeletal muscle, unrelated to coupled respiration, as evidenced by the accumulation of succinate after 24 h *post-mortem*, and the fact that succinate can increase mitochondria-mediated metmyoglobin reduction.

The disproportionately high number of non-coding genes appearing DE at all time points *post-mortem* may be of interest, not only to understand the roles they play in regulating processes after death but also in providing clues on how their disruption in life could involve disease states and departure from well-being. Long non-coding RNA are known to regulate gene expression at the epigenetic, transcriptional and post-transcriptional level, while small nucleolar RNA play essential roles in the nucleolytic processing of rRNAs and as guide RNAs in the post-transcriptional synthesis. Previous studies [7] indicate that epigenetic regulatory genes continue to modify chromatin structure in organismal death and thus change the accessibility of transcription factors to the promoter or enhancer regions. Our findings implicate the need for more research into the roles of mitochondrial genes and non-coding RNA in orchestrating processes after death, and by extension, to regulate processes during life.

## Conclusion

This study contributes to our current understanding of the muscle transcriptome and associated biological processes up to 72 h *post-mortem*, which coincides with the conversion of muscle to meat. Measurements of RNA quality and stability indicate alternative sampling regimes can be implemented on-line in the abattoir up to 72 h *post-mortem*. However, transcriptional activity changes over time, affecting different genes to different extents, and this must be considered when studying transcriptional activity and interpreting gene biomarkers related to desirable meat quality traits. Interestingly, at least for those biomarkers tested in this study, it may be valid to link their expression to meat quality traits for up to 24 h *post-mortem*. This study also highlights the importance of further research into the roles of mitochondrial and non-coding genes in the regulation or disruption of transcription in *post-mortem* muscle as well as in life, and how pre-slaughter immune status might influence *post-mortem* meat quality. Future directions of research to extend upon the findings in the current study would be to consider more tissue types, *pre-mortem* immune status and time points *post-mortem* to study how gene expression and associated biological processes progress in different tissues stored under refrigeration in abattoir conditions.

## Supporting information

S1 Fig Read mapping statistics by animal ID and sampling time. (PDF) Click here for additional data file.

S2 Fig Principal Component Analysis (PCA) plot based on normalized read counts of all genes and samples from beef *LT* over time. (PDF) Click here for additional data file.

S3 Fig Power analysis to determine the fold change level that can be reliably detected. (PDF) Click here for additional data file.

S4 Fig Heat maps of DE genes in beef *LT* over time. Colour scale: red = upregulated; blue = downregulated.
(PDF) Click here for additional data file.

S5 Fig Volcano plots of DE genes in beef *LT* over time. The genes are plotted and coloured based on false discovery rate (FDR) and fold change (FC): red if FDR<0.05, orange if absolute FC>1.5, and green if both. The 10 most significant DE genes (sorted by FDR) are labelled in cases where the gene symbols are known.
(PDF) Click here for additional data file.

S1 Table Lists of DE genes in beef *LT* over time. (XLSX) Click here for additional data file.

S2 Table Functional enrichment analyses of DE genes in beef *LT* over time using DAVID functional annotation tool. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

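RNA-Seq counts of 35 *longissimus thoracis* samples were analysed, from 7 heifers sampled at 0, 6, 24, 48 and 72 h *post-mortem*. The sample labels give the animal and the time point of each sample and match Table 1. The authors trimmed the reads, mapped them with STAR and counted them per gene with featureCounts, and deposited raw counts: whole numbers per gene and sample, not normalized or filtered. The table has 27607 genes and 35 columns, and every column was used. Total counts ranged from 20568418 to 104275821 per sample, with a median of 40133660. No pooling of animals took place, so that animals are the replicates and all errors are SD between animals unless stated. Confidence intervals of the shares of DE genes that are non-coding are Wilson intervals at 95%, which treat genes as independent and cover counting error only.

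The main analysis followed the paper's methods: edgeR (version 4.0.16, in R 4.3.3), genes kept by filterByExpr with time point as group, TMM normalization, and a negative binomial model with animal as a block and each time point against 0 h. The normalization factors ranged from 0.846 to 1.11. The test was edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over the 14630 genes tested. Genes were called at an FDR below 0.05 and a fold change above 1.5. Standard errors come from the fitted model, scaled by the quasi-likelihood dispersion. Log2 values per sample use a prior count of 2. PCA used the variance stabilizing transformation of DESeq2 (version 1.42.0) and 500 genes. Comparisons of 1 value per animal used exact two-sided sign flip tests over the 128 sign patterns of 7 pairs, for which the smallest p is 0.016. Power followed the published formula of *RNASeqPower*, and limma (version 3.58.1) was used as an alternative.

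The animal number pairs the samples, since the 5 samples of a number come from the same carcass. Deviations from the time point means were correlated within animals, with a median r of 0.58 over 70 pairs of samples (0.29 to 0.77, all 70 over 0.1), and had a median r of -0.11 over 420 pairs of different animals.

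The genes named in the text were chosen by a rule fixed before the data were examined: at each time point and in each direction, the 3 with the largest absolute log2 fold change among DE genes with a symbol, a mean of at least 1 CPM and the same direction in all 7 animals; the mitochondrially encoded genes; and members of fixed gene lists. The lists cover mitochondrially encoded and nuclear oxidative phosphorylation, cytosolic and mitochondrial ribosomal proteins, adipocytes, T and NK cells, chemokines, macrophages, endothelial cells, fibroblasts, erythroid cells, muscle fibres, and immediate early and stress response. Members of the lists that appear in passages were picked as examples after their values were seen. The adipocyte, chemokine and T and NK cell lists were written after reading S1 Table and S2 Table, which come from the same samples. Symbols and biotypes came from S1 Table, so a list counts only members found DE at some time point. For that reason the planned competitive set tests and any test against genes of unchanged expression were not run, and medians of lists describe the named members only. In the passages no p is given for a list median at a time point where its members were called, with these exceptions. A p is given for the chemokine genes at 48 h, of which 6 were upregulated and 2 downregulated. Another is given for the mitochondrially encoded genes at 72 h, of which 1 was downregulated. The copy of S1 Table used here holds 1999 of the paper's 2256 downregulated genes at 72 h, and no overlap or enrichment test was made at 72 h. The gene lists of S2 Table and the meat quality gene lists of Fig 1 were not used here. Gene lengths were not used here, and corrections for gene length were not run.

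The model was tested on simulated counts drawn from the means, dispersions and library sizes of these samples, with 200 genes changed at 72 h by 2 or 3 fold. It recovered 187 of the 200 (93.5%) in the right direction and called 2 of the 14430 unchanged genes at 72 h. At 6, 24 and 48 h, where no gene was changed, it called 0 genes, while 2171 tests at these time points had an unadjusted p below 0.05. The alternatives tried were other tests (edgeR's likelihood ratio test, DESeq2's Wald test, limma voom), other normalization factors, other filters on low counts, models without the block or with RIN as a covariate, fits of the 14 samples of 2 time points, other thresholds, counts thinned at random to the smallest library, and leaving out each animal in turn.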

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

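The tests of RIN and library size on the changes between later time points, and the comparison of the globin genes between 48 and 72 h, were chosen only after the result was seen.

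Single animals far from the other 6 were looked for in 58 groups of 7 samples: PC1 and total counts at each time point, list medians and the log2 differences of the named genes. In 2 of the 58 an animal lay beyond Dixon's 95% critical value for 7 samples, where about 2.9 are expected by chance. Animal 103 had the lowest median of the mitochondrially encoded genes at 24 h, -0.99, against -0.79 in the next animal. Animal 201 had the largest fall of ADIPOQ at 48 h, -9.01 on the log2 scale, against -7.64 in the next animal. In 4 of the 7 samples of 48 h ADIPOQ had 3 or fewer reads, so the latter value depends on the prior count. No technical or biological explanation was tested for these values, whose number is what chance gives.

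The effects of some lists differed between time points, tested on the animals' medians in 6 comparisons (exact sign flip test, n = 7; 5 of the 6 with p = 0.016 and an adjusted p of 0.019). The genes of these lists were named because they were DE in the same samples, so these p-values are not independent evidence and part of each difference can come from that selection. The mitochondrially encoded oxidative phosphorylation genes were 0.71 higher at 72 h than at 6 h on the log2 scale, and the nuclear ones were 0.56 higher at 72 h than at 24 h, each in 7 of 7 animals. The cytosolic ribosomal protein genes were 0.53 higher at 72 h than at 24 h in 7 of 7 animals, and the T and NK cell genes were 0.4 higher at 48 h than at 24 h in 7 of 7. The adipocyte genes changed by -2.07 from 6 to 24 h, in 7 of 7. The chemokine genes showed no such difference between 24 and 48 h (-0.03 ± 0.45, p = 0.83, exact sign flip test). The mean RIN fell from 8.31 at 0 h to 8.06 at 72 h, so that integrity could contribute. With RIN in the model, the gene-wise median changes were 0.63 for the mitochondrially encoded genes, 0.51 for the nuclear oxidative phosphorylation genes and 0.46 for the ribosomal protein genes, all above the spread between animals (0.27, 0.1 and 0.07), which argues against RIN as the whole cause. Thinning all libraries to the smallest gave 0.67, 0.56 and 0.54. The fold changes were already scaled to library size, and thinning is not expected to move those of well expressed genes. These values therefore cannot tell whether library size contributed. With RLE factors the median changes were 0.69, 0.56 and 0.55. The sampling time stays open as an explanation, as does gene length, for which no correction was made.

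The globin genes, which the paper does not discuss, stood out at 48 h. HBB had a log2 fold change of 4.59 at 48 h against 0 h. In animal 101 it had 58 CPM at 48 h (4942 reads), against 0.146 CPM at 24 h and 0.261 CPM at 72 h. At 48 h it was also high in animals 103 (6.61 CPM), 104 (4.19 CPM) and 107 (3.24 CPM), each of which had below 1 CPM at every other time point. In animal 202 it lay at 5.78 CPM at 24 h, 5.82 CPM at 48 h and 5.04 CPM at 72 h, and in animal 206 it rose to 3.56 CPM at 72 h. Animal 201 had 2 reads at 48 h. HBA behaved alike, with 1203 reads in animal 101 at 48 h. From 48 to 72 h the mean log2 CPM of both genes changed by -2.56 ± 2.75, lower in 6 of 7 animals (p = 0.062, exact sign flip test). A candidate explanation is blood or erythroid cells in some of the 48 h cores. A carry-over of RNA or reads from another sample, and an effect of time in those animals, were not tested. These cannot be told apart here, since only 2 of the 10 erythroid markers listed have a name in S1 Table. In the cores of 48 h the counts of animals 101, 103, 104 and 107 thus carry a signal that is missing from their other cores.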

How the results depend on the processing

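All alternatives reported here were set before the data were examined.

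With the likelihood ratio test, DESeq2, limma voom, RLE factors, TMM factors without the mitochondrial genes, no low-count filter, the 14 samples of each comparison alone, or RIN as a covariate, the numbers of DE genes at each time point stayed within 1.5 times the main ones in both directions. Of the 3690 genes DE at 72 h, 98.4% were called in the same direction by DESeq2 and 97.2% by limma voom. RLE factors moved the share of upregulated genes at 72 h from 38.9% to 40.5%.

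Without the replicate block, the number of upregulated genes fell to 10 at 6 h and 22 at 24 h, that of downregulated genes to 9 and 79, and that of mitochondrial genes downregulated at 6 h to 7. CYTB and ND3 at 6 h also lost their call. The other numbers of genes and non-coding shares stayed within 1.5 times the paired value. The other mitochondrially encoded protein genes at 6 h and the genes with the largest changes at each time point kept their call. Differences between animals that the block removes widen the spread, as the BCV shows (0.219 without the block against 0.117 with it).

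For the numbers of DE genes, the fold change threshold mattered most. Tested against a fold change of 1.5 (glmTreat), 8, 12, 35 and 494 genes were upregulated at 6, 24, 48 and 72 h and 5, 64, 120 and 1245 downregulated, 4 mitochondrial genes were downregulated at 6 h and 5 at 24 h, and 61.5% of the DE genes at 6 h and 10.3% at 48 h were non-coding. With FDR alone, 187, 596, 3207 and 4849 were upregulated and 131, 386, 3438 and 4856 downregulated, and 16.8%, 7.81% and 4.4% of the DE genes with a known biotype at 6, 24 and 48 h were non-coding. By construction the former asks more of each gene and the latter less.

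The stricter filter, which tests fewer genes of low expression, gave 70 upregulated genes at 24 h and 252 at 48 h, and 92 downregulated at 24 h. Non-coding shares were then 11.1% at 24 h, 5.1% at 48 h and 3.06% at 72 h, and the chemokine median at 48 h was -0.04, over 6 of the 11 genes. Without a filter on low counts, 22206 genes counted as expressed.

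Depth limits the early calls. Thinned to the smallest library, 21 genes were upregulated at 6 h and 54 at 24 h, and the non-coding shares were 9.8% at 24 h, 6.21% at 48 h and 4.28% at 72 h. At 6 h, 50% of the DE genes were called again in the same direction, against 81.7% at 72 h.

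With each animal left out in turn, upregulated genes ranged from 20 to 47 at 6 h (20 without animal 107, 26 without animal 101), from 69 to 94 at 24 h (69 without animal 107 or animal 206), from 333 to 485 at 48 h and from 1286 to 1556 at 72 h. Downregulated genes ranged from 16 (without animal 107) to 39 at 6 h, from 102 to 148 at 24 h, from 732 to 1100 at 48 h and from 2145 to 2491 at 72 h. Mitochondrial genes downregulated ranged from 10 to 12 at 6 h and at 24 h. The non-coding shares, PC1 differences and list medians kept their side in these fits, with adipocyte medians at 24 h from -2.63 to -2.26 and nuclear oxidative phosphorylation medians at 72 h from 0.7 to 0.74. PC1 kept its side of each test with all genes or log2 CPM.

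For single genes, the alternatives covered the 3 genes with the largest changes per time point and direction. They also covered the 8 mitochondrially encoded protein genes at 6 h, but not the other list members given as examples. For the genes covered, no direction changed under any of these alternatives, and 10 values fell short of the threshold while 560 did not. The 10 were those of mitochondrially encoded genes at 6 h: CYTB and ND3 without the block, ND3 without animal 107 or animal 206, and CYTB, ND2, ND3, ND4, ND4L and ND5 under glmTreat.

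Corrections for gene length were not run because gene lengths were not used here, and the fry and camera tests of lists were not run because symbols were at hand only for DE genes.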

Differences from the paper's values

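No value computed from the counts differed from the paper's by more than 1.5 times in the main setting. The numbers of upregulated and downregulated genes were the paper's at each time point. All 51, 106, 433 and 1434 upregulated genes listed in S1 Table were also called from the counts at 6, 24, 48 and 72 h, as were the 27, 139 and 922 downregulated genes listed at 6, 24 and 48 h and the 1999 in the copy of the 72 h list. Their log2 fold changes differed from the listed ones by at most 5e-06.

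The paper's shares of non-coding genes are 33.33% at 6 h, 17.55% at 24 h and 9.52% at 48 h. They were met when pseudogenes were counted as non-coding, and were 32.1%, 16.3% and 8.12% with pseudogenes apart. At 72 h the paper's share is 6.42%, against 4.97% without and 5.85% with pseudogenes over the genes whose biotype was at hand.

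The paper finds snoRNA and lncRNA genes in both directions at all time points. Here no snoRNA or lncRNA gene was among the genes downregulated at 6 h, and no snoRNA gene among those downregulated at 24 h.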

Other observations

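The tests of the share of each gene's level that follows ADIPOQ, of the genes that follow ADIPOQ among the 6 h cores, of the adipocyte level from 24 to 72 h, of whole blood in the 48 h cores, of library size at 72 h, and of random gene lists were chosen only after the result was seen.

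The samples of each animal were relabelled by swapping 0 h with the later time point within animals, and each of the 64 distinct swaps was fitted to the 14 samples of a comparison. The real labels gave 80, 259, 1293 and 3565 DE genes at 6, 24, 48 and 72 h. At each of the 4 time points 1 of the 64 swaps, the real one, gave as many. Most others gave 0 genes (62, 61, 61 and 61 of them), though such fits had many genes with an unadjusted p below 0.05 (1042 with animal 101 swapped at 6 h, and as many as 2200 with another swap at 6 h). The exceptions swapped the labels of a single animal. With animal 103 swapped there were 71 DE genes at 24 h, with animal 104 swapped 661 at 48 h, and with animal 202 swapped 2142 at 72 h. Animal 202 had the lowest PC1 score at 72 h, 1.22, where the other 6 animals lay between 13.6 and 27.69, so its later core was the one closest to 0 h. No explanation for this animal was tested.

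With RIN in the model, 79.2% of the genes DE at 72 h were still called, which argues against RIN as the whole cause of the changes at 72 h. At 48 h it was 68.4%. After thinning to the smallest library, 81.7% of the genes DE at 72 h were called again, so that differences in library size do not account for most of them.

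The fall of the adipocyte genes at 24 h may reflect fewer adipocytes in the cores from 24 h onward, which is a hypothesis. The test set for it in advance came out against its simplest form: with fewer adipocytes alone, all adipocyte genes of an animal would fall by a similar factor, but they fell by different factors, in an order that repeated between animals (median Spearman's rho 0.92, lowest 0.73, over 21 pairs of animals). This does not decide the matter, since other cells that also express some of these genes would give such an order. A further test was then chosen. Across the 7 cores of 6 h, many genes rose and fell with ADIPOQ, and the share of each adipocyte gene's level that followed ADIPOQ among these cores was set against the share lost between the 0 h and the 24 h cores. It replaced an earlier form on CPM, in which expression level alone would have given a high r. Across 20 genes, which are not independent replicates, Pearson's r was 0.83 and Spearman's rho 0.81 (permutation p = 1e-05, the smallest that the permutations can give). LPL, of which 25.8% followed ADIPOQ, lost 23.2%, and CIDEC, of which 90.3% did, lost 97.5%, whereas GPAM, of which 30.3% did, lost 7.41%. For THRSP (145%), LGALS12, ELOVL6, LEP, FASN, SCD and ADIG (104%) the computed share exceeded the gene's whole level, which a true share cannot do. The remaining genes stayed below it. Among the 6 h cores ADIPOQ had 62.8 CPM in animal 206, against 1.43 to 17.5 CPM in the others. The shares can therefore rest largely on this core, and the p across genes does not cover that uncertainty. Of the other 138 genes downregulated at 24 h, 58% had a log2 level that followed ADIPOQ among the 6 h cores with r above 0.8, against 2.91% of all genes tested (p = 0.002, exact permutation over the 5040 orders of 7 cores). Among the 106 upregulated at 24 h it was 1.89% (p = 0.4, same exact permutation). A loss of RNA within adipocytes that stayed in the core cannot be told apart from fewer adipocytes. The mean of the adipocyte medians was 4.53 ± 1.04 log2 CPM at 0 h, 4.32 ± 1.23 at 6 h and 1.76 ± 0.33 at 24 h. From 24 to 72 h it changed by -0.06 ± 0.35, so that the median showed no further loss, but a loss complete by 24 h would look alike. Single members moved both ways after 24 h, as GPAM fell further and PCK1 rose. The samples do not say how much fat each core held. A share of the genes downregulated at 24 h may thus follow the fat content of a core.

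T and NK cell genes rose at 48 h while macrophage genes fell. Of 15 macrophage markers, 8 are named in S1 Table, and the animals' median over these changed by -0.95 ± 0.31 at 48 h and -1.58 ± 0.67 at 72 h, in 7 of 7 animals each. This argues against a rise of all leukocytes, and a rise of lymphoid cells alone, or slower loss of their RNA, stays open. Whole blood in the 48 h cores is argued against as the cause: from 48 to 72 h, while the globin genes fell back, the T and NK cell median changed by 0.04 ± 0.1 (p = 0.38, exact sign flip test). In animal 201, with no rise of the globin genes, it was 0.64 at 48 h. All 17 markers have a low but measurable level in the 0 h cores, and CCL5 is also on the chemokine list.

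The paper compares 3 published gene sets with the DE genes, and the sizes of overlap depend on how many genes are DE. For 186 random expressed genes, 0.992 would be DE at 6 h and none would be with a probability of 0.37 (0.59 if drawn from all annotated genes). At 24 h, 3.11 would be, and none with a probability of 0.042 (0.19 if drawn from all annotated genes). For 812 random expressed genes, 4.33 would be DE at 6 h and none with a probability of 0.011 (0.097 if drawn from all annotated genes). At 24 h 13.6 would be, against the paper's 15, and as few or fewer have a probability of 0.71; if drawn from all annotated genes, 7.21 would be, so that the 15 lies above that number. The absence of the 186 genes at 6 h is thus frequent for random lists under both ways of drawing, and the 15 shared genes at 24 h are not fewer than random lists give. For the 186 genes at 24 h and the 812 at 6 h the answer depends on how many of the listed genes are expressed in these samples, which is not known here. The paper describes these genes as expressed in *longissimus dorsi*, so the draw from expressed genes is the closer of the 2. Under that draw the absences were infrequent, with probabilities of 0.042 and 0.011. For the 44 protein biomarker genes, 4.08 would be DE at 48 h and 11.1 at 72 h (2.16 and 5.88 if drawn from all annotated genes), against the paper's 2 and 10.

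The share of DE genes at 72 h depended on the expression level. Genes were put into 10 groups of 1463 by mean level. In the group with the highest level (78.1 CPM or more), 14.5% were upregulated and 11.6% downregulated, whereas in the middle, between 5.43 and 9.04 CPM, 5.26% were upregulated and 17.5% downregulated. In the group with the lowest level, up to 0.508 CPM, 17.8% were upregulated and 17.5% downregulated.

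Other lists gave the following medians of log2 fold change at 72 h over their named members. It was 0.73 for 11 of 25 muscle fibre genes, with NEB downregulated (log2 fold change -0.7) and 9 others upregulated, and 0.98 for 11 of 20 immediate early and stress genes, of which 10 were upregulated. It was -0.94 for 4 of 15 fibroblast genes and -1.55 for the 8 macrophage genes. For the 1 of 14 endothelial genes that is named, the log2 fold change was 0.64. For the 2 globin genes it was 1.21. In the adipocyte list, LEP and LGALS12 had 3 or fewer reads in all samples of 48 h, and setting them to the bound that 3 reads give left the median at -2.59.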
